A study of Arabidopsis thaliana with 9 samples.

How the data were processed

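RNA was measured by sequencing in 9 Arabidopsis thaliana seedling samples, 3 for each of 3 genotypes. Per the labels, the seedlings were grown in soil at 22 °C with 16 h of light and 8 h of darkness, and were sampled 7 days after germination (7DAG) at zeitgeber time 14, that is 14 h after the lights came on. Per the labels' protocols, total RNA was extracted with an RNeasy Plant Mini Kit and strand-specific libraries were made at BGI Hong Kong. The table deposited by the authors holds counts, whole numbers of reads per gene with no normalization, in a column per sample. That the values are counts was taken from the values themselves, which are whole numbers of at least 0 with totals that differ between samples. Per the labels, neither the aligner, the counting tool, the use of strand in counting, the genome build nor the annotation is stated, so any effect of these steps on single genes could not be assessed. Genes that overlap others or have near-identical copies may have gained or lost reads in counting and are treated as uncertain.

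Groups were taken from the genotype label of each sample, and replicate numbers from the bracketed sample number in each title. The same numbers 1, 2 and 3 occur in each genotype, so the replicate number was also tried as a block. The table had 32833 genes, of which 32548 matched a locus of the TAIR10.1 reference annotation and 285 did not. Gene symbols, products, gene order, GC content and transcript length came from that annotation. Because the authors' build is not stated, no coordinates are given, and a chromosome is read from the locus identifier.

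The counts were analysed as deposited with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 19149 genes, and library sizes were scaled by the trimmed mean of M values (TMM). A quasi-likelihood model with a term for each genotype was fitted to all 9 samples, and the 3 comparisons were tested with two-sided quasi-likelihood F-tests. P-values were adjusted by the Benjamini-Hochberg method over all tested genes of a comparison, and a gene was called changed at an adjusted p under 0.05. The standard error of a log2 fold change was obtained from the fold change and its F statistic. Expression is given as CPM, the count divided by the TMM-scaled library size on the usual CPM scale. A fold against a genotype whose libraries all held 3 counts or fewer was computed against 3 counts and is given as a lower bound.

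A list of 32 circadian clock genes and a list of 33 flowering genes were fixed before the data were examined. The number of list genes changed was counted with p-values adjusted over all tested genes and over the list alone, and was set against 10000 random lists matched on mean expression in 20 bins. Named genes were chosen by a rule also fixed before the data were examined. It takes CO, the list genes changed in at least 1 comparison, and for each comparison the 5 genes with the largest rise and the 5 with the largest fall. Those genes had to have an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the replicates of the genotypes. Other genes named in the closing section were chosen after their values were seen.

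The alternatives fixed beforehand were no filter on low counts, a mean of at least 10 counts, RLE scaling, library totals without composition scaling, DESeq2 1.42.0, limma-voom (limma 3.58.1), a fit of only the compared genotypes, the replicate number as a block, leaving out each sample in turn, a log2 fold change of at least 1, an adjusted p under 0.01, and Col-0 replicates split between the lines. Alternatives chosen after seeing the data were the block in a fit of only the compared genotypes, offsets that remove each sample's trend with GC content and transcript length (loess, span 0.3, with values for 99.4% of tested genes), the block together with these offsets, and limma-voom with a variance per genotype.

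The fits were tested on simulated counts with 200 changed genes. Among 18955 simulated genes edgeR recovered 93% of them, with 5.58% of its calls false. The edgeR fit with the block recovered 92%, with 6.12% false, and limma-voom 91.5%, with 5.67% false. DESeq2 recovered 90% over 23793 genes, with 7.22% of calls false. The simulation used the same dispersion for all genes and genotypes, and no effect of the replicate number. These rates therefore do not show how the block performs with replicate effects, or any fit with unequal spread. In the same simulated counts, the comparison of SUC2:CO with Col-0 held no changed gene, and there edgeR, DESeq2 and limma-voom called 0 genes. A planted GC trend produced 1395 calls without the offsets and 0 with them.

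Total counts per sample ran from 25563118 to 26636174. At these totals 3 counts, used as the smallest detectable level, correspond to between 0.113 and 0.117 CPM before TMM scaling. Reads carried no stated molecular identifiers, so this floor covers counting error only. No sample was left out, and every sample column of the table was used.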

Results

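The data were read counts per gene from seedlings of the wild-type accession Col-0 and of a pair of transgenic lines with extra CONSTANS (CO), a transcription factor that promotes flowering in long days. In 35S:CO the gene is driven by the cauliflower mosaic virus 35S promoter, which is active in most tissues. In SUC2:CO an HA-tagged CO is driven by the promoter of the sucrose transporter gene SUC2, which is active in phloem companion cells, and the labels place this transgene in the co-10 background. The comparison of SUC2:CO with Col-0 therefore differs in both the transgene and the background. Each genotype had 3 replicates. The series title names the circadian clock, and the comparisons address how clock and flowering genes differ from wild type when CO is raised.

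Depth was alike across genotypes. Mean total counts were 26002946 ± 330855 in 35S:CO, 26025208 ± 402408 in Col-0 and 26232012 ± 350318 in SUC2:CO (SD, n = 3 each). Between 21444 and 22326 genes had at least 1 count in a sample, and TMM scaling factors ran from 0.942 to 1.094. The 10 most abundant genes took 11.5% to 13.3% of the counts of a sample. The most abundant gene, RBCS1A, took from 3.29% to 4.46%. No replicates held identical values, and differences between replicates exceeded sampling noise in every genotype. The chi-square statistic per degree of freedom ran from 19.2 to 33.2 between 35S:CO replicates, from 32.4 to 34.0 between Col-0 replicates and from 8.62 to 14.6 between SUC2:CO replicates, so SUC2:CO varied least. The first principal component held 39.9% of the variance and set SUC2:CO apart from the other genotypes. The second held 27.0% and set 35S:CO apart from Col-0. The labels give no sequencing batch.

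CO itself was measured first, since it is the transgene. It reached 636 ± 53.1 CPM in 35S:CO, 53.2 ± 6.19 CPM in SUC2:CO and 9.19 ± 1.10 CPM in Col-0 (SD, n = 3 each). By edgeR's quasi-likelihood test, CO (AT5G15840, chromosome 5) was higher than in Col-0 by 6.11 ± 0.15 log2 units in 35S:CO (SE, adjusted p 2.1e-08). In SUC2:CO it was higher by 2.53 ± 0.13 (SE, adjusted p 5.2e-06). The lines differed by 3.58 ± 0.13 (SE, adjusted p 3.6e-07). The replicates of the 3 genotypes did not overlap. The annotated loci AT5G15843 and AT5G15845 overlap CO, so the split of reads among these loci is uncertain.

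**Figure D1:**
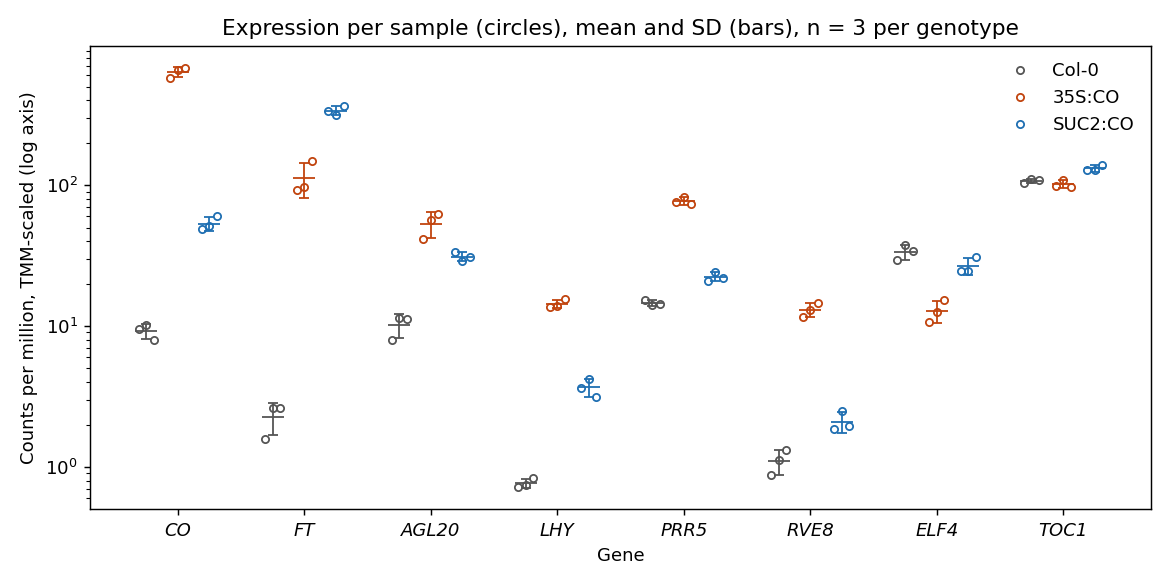
TMM-scaled CPM (log axis) of 8 genes in each sample, with Col-0 in grey, 35S:CO in orange and SUC2:CO in blue; circles are samples and bars the mean and SD of 3 replicates. CO was highest in 35S:CO (mean 636 CPM), whereas FT was highest in SUC2:CO (mean 337 CPM).

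The comparison of 35S:CO with Col-0 asks which transcripts differ when CO is expressed broadly. Of 19149 tested genes, 2261 (11.8%) changed at an adjusted p under 0.05, 1211 of them higher and 1050 lower in 35S:CO. A log2 fold change of at least 1 was reached by 857 of them, 651 higher and 206 lower. Samples with the same replicate number deviated together in these genotypes, with a mean correlation of 0.329 across genes between same-numbered samples and -0.165 between others. Deviations were taken from the mean of each genotype, which ties the second value to the first, so it is not a separate baseline. With the replicate number as a block the count was 3033, of which 47.5% were higher, against 53.6% without it. In a fit of only these genotypes the count was 3309 with the block, 51.8% of them higher, and 1260 without it, 72% of them higher.

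Of the 32 clock genes, all of which were tested, 17 changed in 35S:CO, 12 higher and 5 lower. With p-values adjusted over the list alone the count was 20. Random lists of matched expression had a median of 4 changed genes, and 0% of 10000 had as many as 17. The count was 17 with the block and 13 in the fit of only these genotypes without it, and ran from 13 to 17 across the 9 fits that each left out a sample. LHY (AT1G01060, chromosome 1) rose from 0.767 ± 0.0602 to 14.3 ± 0.976 CPM (SD, n = 3 each), a log2 change of 4.21 ± 0.17 (SE, edgeR adjusted p 2.6e-07). RVE8 (AT3G09600) rose by 3.55 ± 0.20 (SE, edgeR adjusted p 2.2e-06) and PRR5 (AT5G24470) by 2.40 ± 0.10 (SE, edgeR adjusted p 2.6e-07). CCA1 (AT2G46830) rose by 1.75, RVE1 by 2.50, PRR7 by 1.19, GI by 1.05, AT5G64170 (LNK1) by 0.99 and AT5G06980 (LNK4) by 1.78 log2 units. AT5G52660 rose by 0.85 and AT3G54500 (LNK2) by 0.66. PRR9 had at most 3 counts in each Col-0 library and was at least 5.22-fold higher in 35S:CO. The genes that were lower were ELF4 (log2 change -1.39), GRP7 (-0.68), CCR1 (-0.66), FKF1 (-0.48) and JMJD5 (-0.41). TOC1 changed by -0.07 ± 0.09 (SE), with overlapping replicates and an edgeR adjusted p of 0.69. All these genes were sampled at a single time of day.

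Of the 33 flowering genes, 26 were tested and 15 changed in 35S:CO, 12 higher and 3 lower. The count was 16 when adjusted over the list alone, 15 with the block and 13 in the fit of only these genotypes without it, and random lists had a median of 3. FT (AT1G65480, chromosome 1) rose from 2.27 ± 0.59 to 113 ± 31.5 CPM (SD, n = 3 each), a log2 change of 5.64 ± 0.25 (SE, edgeR adjusted p 3.7e-07). GBSS1 rose by 5.18 ± 0.27 (SE, edgeR adjusted p 1.2e-06), TSF by 4.31 ± 0.71 (SE, edgeR adjusted p 0.0033) and AGL20, also called SOC1, by 2.39 ± 0.18 (SE, edgeR adjusted p 1.7e-05). BBX19 rose by 2.43, BFT by 1.77, CDF1 by 1.64, AT1G69570 by 1.48, CDF2 by 1.34, COL1 by 1.03 and CDF3 by 0.95 log2 units. AGL8 rose by 0.82 ± 0.24 (SE), with an edgeR adjusted p of 0.0499, and passed the threshold in 3 of 21 other settings. COL1 (AT5G15850) lies next to CO and is a related gene, so its count is uncertain. SPL4 (-2.54), TEM1 (-1.59) and COL5 (-0.58) were lower.

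Outside the lists, the largest rises in 35S:CO under the naming rule were in AT5G24880, AT3G05770, AT2G01422, LEA3 and SAG29. AT5G24880 was at least 83.2-fold higher, AT2G01422 at least 50.7-fold higher and SAG29 at least 47.0-fold higher. These are lower bounds, since Col-0 had 3 counts or fewer in each library. SAG29 had 70, 58 and 301 counts in 35S:CO replicates 1, 2 and 3, so its mean rests largely on replicate 3. AT3G05770 rose by 8.86 log2 units from a Col-0 mean of 0.0554 CPM. LEA3 rose from 1.18 ± 0.45 to 279 ± 20.8 CPM (SD, n = 3 each), by 7.90 ± 0.21 log2 units (SE, edgeR adjusted p 2.2e-08). The largest falls under that rule were in AT1G64795, at least 66.6-fold lower, and in AT5G03285 (-6.32), NRT2:1 (-5.24), ATMDAR2 (-5.02) and AT2G43590 (-3.78). AT5G03285 and ATMDAR2 lie among 8 strongly changed genes in a run of 50 neighbouring tested genes of chromosome 5.

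The comparison of SUC2:CO with Col-0 asks which transcripts differ when CO is expressed from a phloem promoter in the co-10 background. In this comparison 6176 genes (32.3%) changed, 2962 higher and 3214 lower, and 1784 of them reached a log2 fold change of at least 1, with 755 higher and 1029 lower. Among the settings with the same threshold, every sample and no block, library totals without composition scaling moved the count most, to 5445. The share of higher calls was 48%, against 42.8% with library totals, 50.3% with RLE scaling and 53.9% with the GC and length offsets, so which direction held the majority depended on the scaling.

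Among clock genes 18 of 32 changed in SUC2:CO, 17 higher and 1 lower. The count was 21 when adjusted over the list alone. Random lists had a median of 11, and 1.17% of 10000 had as many as 18. LHY rose to 3.67 ± 0.552 CPM (SD, n = 3), by 2.25 ± 0.18 log2 units (SE, edgeR adjusted p 8.8e-05), and CCA1 by 1.27 ± 0.24 (SE, edgeR adjusted p 0.0036). PRR9 was at least 8.89-fold higher. RVE1 (1.41), AT3G54500 (1.34), AT5G64170 (1.32), GI (1.28), PRR7 (0.98), RVE8 (0.92), BOA (0.86), PRR3 (0.77), PRR5 (0.62), PCL1 (0.51), LKP2 (0.41), TIC (0.41), JMJD5 (0.34) and TOC1 (0.30) were higher on the log2 scale. CCR1 (-0.51) was lower. ELF4 changed by -0.34 ± 0.15 (SE), with overlapping replicates and an edgeR adjusted p of 0.10, or 0.038 with the block.

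Among flowering genes 14 of the 26 tested changed in SUC2:CO, 13 higher and 1 lower. The count was 16 when adjusted over the list alone. Random lists had a median of 8, and 1.04% had as many. FT rose to 337 ± 24.8 CPM (SD, n = 3), by 7.21 ± 0.26 log2 units (SE, edgeR adjusted p 1.0e-06). TSF rose by 4.02 ± 0.71 (SE, edgeR adjusted p 0.0025), BFT by 3.75 ± 0.19 (SE, edgeR adjusted p 4.4e-06) and AGL20 by 1.60 ± 0.18 (SE, edgeR adjusted p 0.00039). SEP3 (2.58), AT1G69570 (1.58), AGL8 (1.55), CDF3 (1.11), CDF1 (1.03), FLC (1.01), CDF2 (0.91), SVP (0.66) and COL5 (0.62) were higher on the log2 scale, and SPL4 (-1.96) was lower. GBSS1 changed by 0.76 ± 0.28 (SE), with an edgeR adjusted p of 0.06, and passed the threshold in 3 of 21 other settings.

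The largest rises in SUC2:CO under the naming rule were in SAG29, ATCHX8, AT2G27660, FT and AT5G44562 (log2 change 6.77). SAG29 was at least 83.2-fold higher, ATCHX8 at least 58.5-fold higher and AT2G27660 at least 60.5-fold higher. The largest falls under that rule were in AT4G22485, AT4G22505, AT3G05727 and AT5G38940, which had 0 counts in each SUC2:CO library, and in AT1G64795 (-7.08). AT4G22485 was at least 258-fold lower and AT4G22505 at least 150-fold lower than the Col-0 mean. AT3G05727 was at least 49.1-fold lower and AT5G38940 at least 43.4-fold lower. The Col-0 replicates themselves varied widely in these genes. AT4G22485 had 1876, 3 and 546 counts in Col-0 replicates 1, 2 and 3. AT4G22485 and AT4G22505 share an annotated product and are neighbours, so reads may be split between them and their counts are uncertain.

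**Figure D2:**
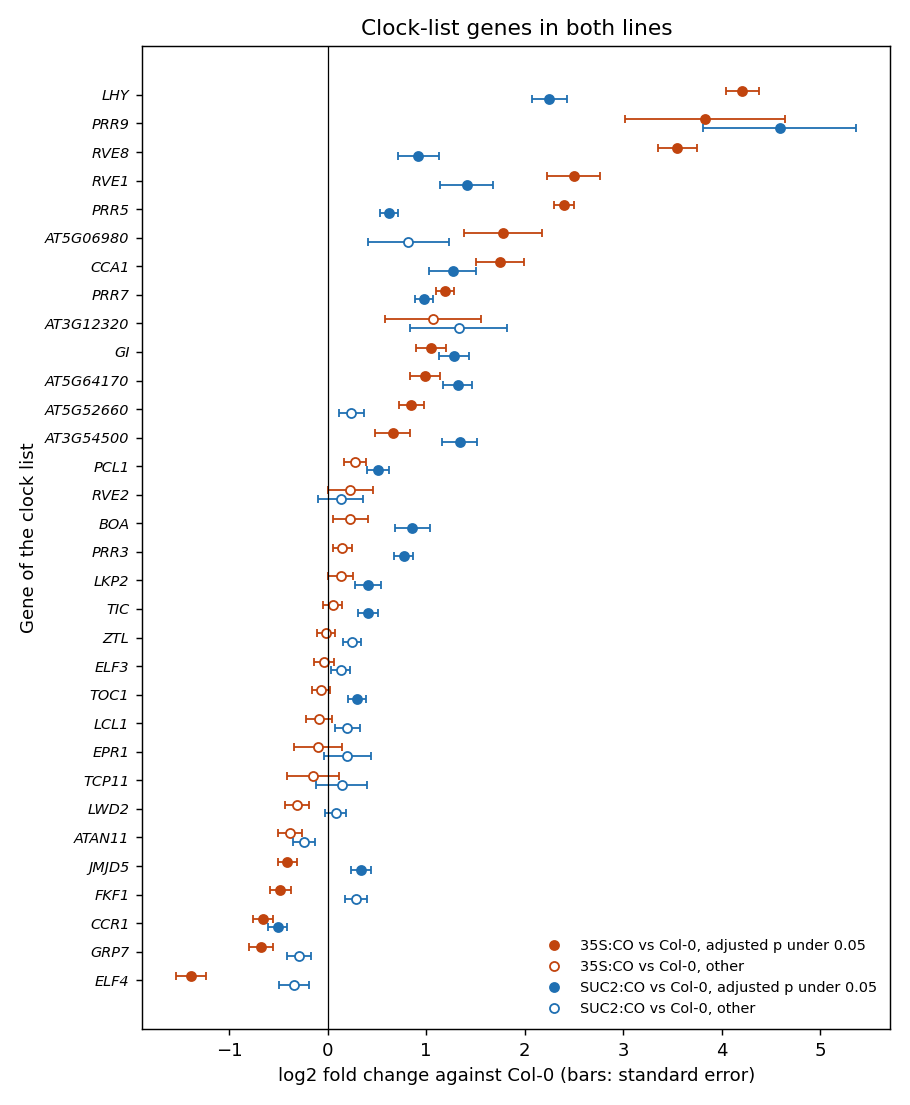
Log2 fold change against Col-0 (horizontal axis) of the 32 clock-list genes (vertical axis) in 35S:CO (orange) and SUC2:CO (blue); bars are standard errors and filled points have an adjusted p under 0.05. LHY rose by 4.21 in 35S:CO and 2.25 in SUC2:CO, and ELF4 changed by -1.39 in 35S:CO and -0.34 in SUC2:CO.

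Both lines were compared with the same Col-0 samples, which makes their changes resemble each other even without a shared effect. In both lines 1416 genes changed, against 729 if the comparisons were independent. Of these, 1316 changed in the same direction, 651 higher and 665 lower, and 100 in opposite directions. The genes shared in the same direction made up 58.2% of the genes changed in 35S:CO and 21.3% of those changed in SUC2:CO. With the replicate number as a block, given the correlation of 0.329 between same-numbered 35S:CO and Col-0 samples, 1941 genes changed in the same direction and 140 in opposite directions, and the shares were 64% and 28.1%. The block with the GC and length offsets gave 1918 and 138. Across the 19149 tested genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.435. When the Col-0 replicates were split between the lines, so that none served both, the mean correlation over the 6 splits was 0.208 and ranged from -0.072 to 0.354. A mean of 603 genes were then shared in the same direction, from 290 to 1228, with fewer Col-0 samples behind each comparison.

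**Figure D3:**
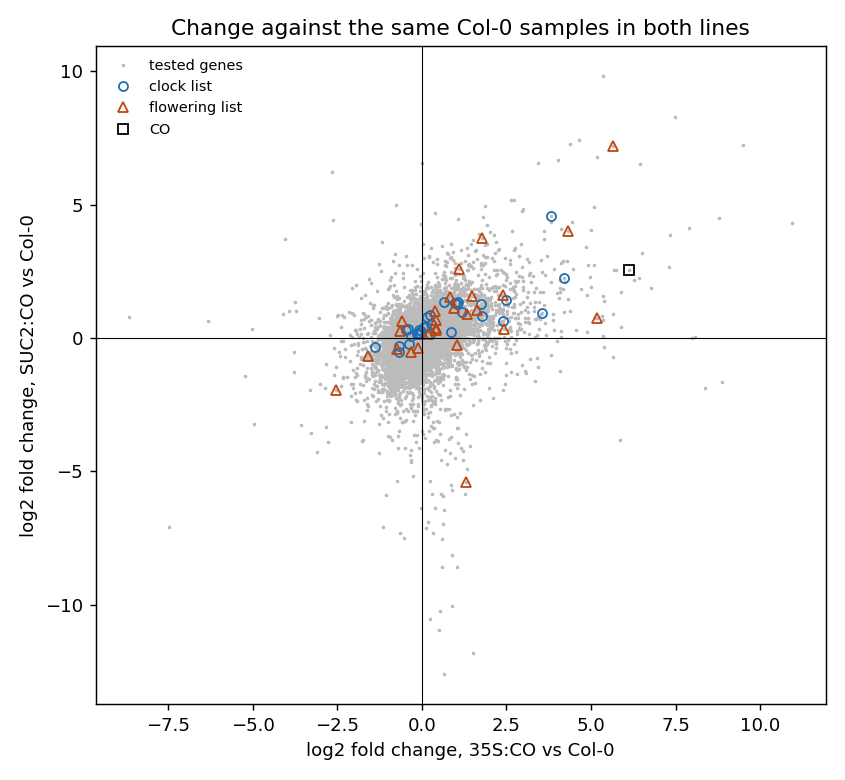
Log2 fold change against Col-0 of the tested genes in 35S:CO (horizontal axis) and in SUC2:CO (vertical axis), with clock-list genes as blue circles, flowering-list genes as orange triangles and CO as a black square. The correlation across genes was 0.435, and both axes share the same Col-0 samples.

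The comparison of 35S:CO with SUC2:CO tests directly whether the lines differ. It gave 3595 changed genes (18.8%), 1775 higher and 1820 lower in 35S:CO. A log2 fold change of at least 1 was reached by 1193 of them, 641 higher and 552 lower. Among the settings with the same threshold, every sample and no block, limma-voom with a variance per genotype moved the count most, to 4478. That setting was chosen after seeing the data. The share of higher calls was 49.4%, against 57.2% with no filter on low counts, 52.9% with library totals and 46.5% with limma-voom. Which direction held the majority therefore depended on the setting. Among the 1316 genes changed in the same direction in both lines, 438 differed between the lines, 177 with the larger change in 35S:CO and 261 with the larger change in SUC2:CO. Among clock genes 14 differed, 5 higher and 9 lower in 35S:CO, or 16 when adjusted over the list alone. Random lists had a median of 7, and 0.32% had as many as 14. Among flowering genes 10 differed, 5 higher and 5 lower, or 12 over the list alone. Random lists had a median of 4, and 0.93% had as many.

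LHY was higher in 35S:CO than in SUC2:CO by 1.97 ± 0.15 log2 units (SE, edgeR adjusted p 2.5e-05), RVE8 by 2.63 ± 0.19 (SE, edgeR adjusted p 1.9e-05) and PRR5 by 1.78 ± 0.09 (SE, edgeR adjusted p 2.1e-06). CCA1 differed by 0.48 ± 0.22 (SE, edgeR adjusted p 0.16) and PRR7 by 0.20 ± 0.09 (SE, edgeR adjusted p 0.15). CCA1 passed the threshold in none of the 21 other settings, whereas PRR7 passed it in 2, with the GC and length offsets (edgeR adjusted p 0.04) and with the offsets and the block (edgeR adjusted p 0.043). FT was lower in 35S:CO, at -1.57 ± 0.20 (SE, edgeR adjusted p 0.00057), although CO was higher there. BFT was lower by -1.99 ± 0.17 (SE, edgeR adjusted p 4.4e-05), and GBSS1 was higher by 4.43 ± 0.26 (SE, edgeR adjusted p 3.7e-06). The largest differences under the naming rule were in AT4G22505, AT4G22485, AT5G38940, AT3G05727 and AT3G05770, at least 430-fold, 408-fold, 80.4-fold, 72.0-fold and 221-fold higher in 35S:CO. The largest in the other direction under that rule were in AT5G03285 (-6.95), ATMDAR2 (-5.34), IMS2 (-5.11), LUL1 (-4.75) and CYP71B19 (-4.30).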

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

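The tests of library size, of FT before scaling, of a mislabelled sample and of COL1 reads were chosen only after the result was seen, and so was the test of a linked variant; the treatment of root markers too low to test was also settled after its result was seen.

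The lines carry different transgenes, and their changes against Col-0 were compared directly by edgeR's quasi-likelihood test. The difference between the lines passed an adjusted p under 0.05 in 3595 genes, in 14 clock genes and in 10 flowering genes, and 100 genes changed in opposite directions against Col-0 with a difference between the lines as well. Of the 10 splits of the 6 samples of each comparison into groups of 3, 4 part all 3 same-numbered pairs, and 1 of the 4, the real one, gave as many genes. Fitted on those 6 samples, the real split gave 1260 genes for 35S:CO against Col-0, 5859 for SUC2:CO against Col-0 and 4406 between the lines, and the other 3 splits that part all 3 pairs gave 0. At an unadjusted p under 0.05 those splits gave 88 to 314, 137 to 453 and 277 to 502 genes, against 4171, 8171 and 6893 for the real splits. The 6 splits that part a single pair also gave 0 genes, and 374 to 1726, 95 to 1191 and 143 to 1381 at an unadjusted p under 0.05. With 4 splits a share under 0.05 is out of reach, so this test cannot exclude an accidental grouping.

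With offsets for GC content and transcript length, 2141 genes changed in 35S:CO against Col-0, 6287 in SUC2:CO against Col-0 and 3545 between the lines. Of the 2261, 6176 and 3595 genes called without the offsets, 1972, 5623 and 3253 were called with them too, so these trends do not account for most of the calls. Mean library size differed between genotypes by a ratio of 1.01. The share of the 10 most abundant genes differed between SUC2:CO and Col-0 by 0.04 percentage points. Because SUC2:CO is in the co-10 background and 35S:CO is not so labelled, the differences between the lines cannot be assigned to the promoter, the CO level or the background. Same-numbered samples correlated at 0.329 between 35S:CO and Col-0, but at 0.0363 between SUC2:CO and Col-0 and -0.0369 between the lines. The labels give no growth or harvest batch, so a separate batch of SUC2:CO samples is not excluded for either comparison with SUC2:CO.

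RNA from other tissue in some samples was tested with marker lists written before the marker values were seen. Of 17 seed markers, 0 were lower in each SUC2:CO sample than in each Col-0 sample, and no marker exceeded 45 counts in a sample. Most seed markers had 0 counts in some Col-0 sample, where a lower count was out of reach, but their counts of at most 9 in any Col-0 sample leave little room for seed residue there. Of 10 root markers only PYK10 was expressed enough to be tested, and that 1 root marker was lower in SUC2:CO, by a log2 change of -2.06 (edgeR adjusted p 0.0077). The other 9 had at most 27 counts in a sample. As most markers could not be tested, a larger share of root tissue in the Col-0 samples can be neither supported nor excluded. PYK10 also differed between the lines, at 1.64.

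Among clock genes the difference of 35S:CO from SUC2:CO on the log2 scale was 1.97 for LHY, 1.78 for PRR5, 2.63 for RVE8, 1.09 for RVE1 and 0.61 for AT5G52660. It was -0.61 for PRR3, -0.37 for TOC1, -1.05 for ELF4, -0.62 for BOA, -0.68 for AT3G54500, -0.78 for FKF1, -0.36 for TIC, -0.39 for LWD2 and -0.75 for JMJD5. JMJD5 changed in opposite directions against Col-0, at -0.41 and 0.34, and its calls were lost in several fits that left out a sample. Between the lines, LWD2 lost its call in 12 of 21 other settings and TIC in 10. With offsets for GC content and length, 14 clock genes differed between the lines, of which 12 were among the 14 found without them. BOA and TIC no longer passed, and PRR7 and GRP7 did. A hypothesis is that the larger LHY, PRR5 and RVE8 changes in 35S:CO may follow its higher CO level, which the design cannot separate from promoter and background.

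Among flowering genes the difference was -1.57 for FT, 0.78 for AGL20, -0.73 for AGL8, -0.91 for TEM1, 1.28 for COL1, -1.20 for COL5, 4.43 for GBSS1, 2.09 for BBX19 and -1.99 for BFT. AGL24 differed by 6.70 ± 1.95 (SE, edgeR adjusted p 0.046). It had 0 counts in each SUC2:CO library and a mean at least 4.26-fold higher in 35S:CO. Its counts in 35S:CO replicates 1, 2 and 3 were 19, 17 and 2, so that mean rests on replicates 1 and 2. The AGL24 call was lost in 9 of the 18 settings that tested it. COL5 fell in 35S:CO (-0.58) and rose in SUC2:CO (0.62) against Col-0.

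CO was higher in 35S:CO than in SUC2:CO by 3.58, whereas FT was lower. Scaling does not explain it, because the lowest unscaled FT count in SUC2:CO was 1.89 times the highest in 35S:CO. An exchange of single samples between the lines does not explain it either, because the lowest unscaled CO count in 35S:CO was 9.27 times the highest in SUC2:CO. A complete exchange of the labels would leave the same separation and was not tested. A hypothesis is that expression in the phloem may raise FT more per CO transcript than broad expression does. Promoter, CO level, tag and background differ together between the lines, so this was not tested.

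COL1 rose in 35S:CO by 1.03 and not in SUC2:CO (-0.25), and it lies next to CO. If reads of CO were counted as COL1, the COL1 rise in 35S:CO would equal 1.21% of the added CO counts. The same share in SUC2:CO would add 13.7 COL1 counts, less than the SD of 21.7 between its replicates, so misassigned reads cannot be told apart from a change of COL1.

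Outside the lists the lines differed in several genes near absence in a genotype. The log2 difference of 35S:CO from SUC2:CO was 13.35 for AT4G22505, 13.27 for AT4G22485, 10.93 for AT5G38940, 10.77 for AT3G05727, 10.51 for AT3G05770 and 10.23 for AT2G01422. SUC2:CO had at most 3 counts per library in each, so the folds are lower bounds, at least 430-fold, 408-fold, 80.4-fold, 72.0-fold, 221-fold and 49.4-fold higher. AT4G22505, AT4G22485, AT5G38940 and AT3G05727 varied together between replicates of the other genotypes. In 35S:CO replicates 1, 2 and 3 AT4G22485 had 1872, 1737 and 16 counts and AT5G38940 had 327, 380 and 9. Seed residue does not account for them, since seed markers had at most 9 counts in a Col-0 sample and 10 in a 35S:CO sample. The only root marker that could be tested, PYK10, was 4.16-fold lower in SUC2:CO than in Col-0. AT4G22505, AT4G22485, AT5G38940 and AT3G05727 were at least 43.4-fold lower there. Col-0 replicate 2 had 1759 PYK10 counts but at most 4 of each of these genes. In 35S:CO replicate 3, low in these genes, PYK10 was also low (688). These values argue against a root difference of the size seen in PYK10 as their whole cause. With 1 marker tested, a part played by root tissue cannot be told apart from regulation.

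The remaining differences were 6.64 for AT5G24880, 3.76 for LEA3, -3.81 for NRT2:1, -2.53 for AT2G43590, -2.90 for ATCHX8, -1.58 for AT5G44562, -2.63 for AT2G27660, -5.11 for IMS2 and -4.30 for CYP71B19. No biological explanation was tested for these genes.

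A group of differing genes lies close together on chromosome 5. The log2 differences between the lines were -6.95 for AT5G03285, -5.34 for ATMDAR2, -4.75 for LUL1, 3.23 for DIP2, -3.19 for AT5G03355, -9.42 for AT5G03495, 4.61 for AT5G03620 and 5.49 for AT5G03640. DIP2, AT5G03355, AT5G03495, AT5G03620 and AT5G03640 were chosen after their values were seen. AT5G03495 was at least 28.6-fold lower in 35S:CO, and AT5G03620 and AT5G03640 were at least 6.41-fold and 21.8-fold higher. The 8 genes change both ways. Fisher's exact test of whether they follow SUC2:CO less often than other strongly changed genes gave a two-sided p of 0.0035. It counted neighbouring genes as independent and is described with the other observations.

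The anthocyanin genes DFR, LDOX and TT8, chosen after their values were seen, were higher in 35S:CO than in SUC2:CO by 6.24, 5.79 and 5.15. They are weighed with the other genes of their pathway among the other observations.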

How the results depend on the processing

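Of 154 single-gene results followed through 21 settings, 117 kept their direction and stayed past the threshold in each setting that tested them. In 37 an adjusted p rose above 0.05 in at least 1 setting with the direction kept, and 0 reversed. Leaving out a SUC2:CO replicate cost the most calls, with 21, 24 and 26 lost without replicates 1, 2 and 3. RLE scaling cost 0 calls, DESeq2 cost 1, the replicate block 3, the GC and length offsets 3, library totals 7 and limma-voom 14. The filter at a mean of 10 counts removed some of these genes, leaving 151 results, and cost 1 call, that of AGL8 in 35S:CO against Col-0. AGL8 lay at the threshold, with an adjusted p from 0.027 to 0.13 over the 21 settings, which include DESeq2 and limma-voom besides edgeR, and lost its call in 18 of them.

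Calls lost in some fits that left out a sample were, for 35S:CO against Col-0, AGL8, AT3G54500, AT5G03355, AT5G06980, COL5, FKF1 and JMJD5. For SUC2:CO against Col-0 they were AT3G05727, AT4G22485, AT4G22505, AT5G03285, AT5G38940, JMJD5, LKP2, NRT2:1, SEP3, TIC and TOC1. Between the lines they were AGL24, AGL8, AT2G43590, AT3G05727, AT3G54500, AT4G22485, AT4G22505, AT5G38940, AT5G44562, BOA, DIP2, LWD2, PYK10, RVE1, TEM1, TIC and TOC1. Against Col-0, SAG29 in 35S:CO was lost with a variance per genotype in limma-voom, and RVE8 in SUC2:CO with the block in a fit of only the compared genotypes. No call changed sign. Of 6 named results that did not pass in the fit of all samples, ELF4 in SUC2:CO against Col-0 passed with the block, GBSS1 in SUC2:CO with no filter, with DESeq2 and without Col-0 replicate 3, and PRR7 between the lines with the offsets, alone or with the block.

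The fit of only the compared genotypes gave 1260 changed genes for 35S:CO against Col-0, 1256 of them among the 2261 of the fit of all samples; 72% were higher, against 53.6%. Other counts of that comparison were 2150 with RLE scaling, 1930 with library totals, 2922 with DESeq2, 2203 with limma-voom, 1676 with a variance per genotype and 2141 with GC and length offsets. A spread that differs between genotypes is a candidate cause of the lower count. Estimated sample weights in limma were 1.45 for SUC2:CO, 0.956 for 35S:CO and 0.722 for Col-0. A variance per genotype also lowered the count, to 1676, but with 59.1% of calls higher. Without SUC2:CO replicate 2 or 3 the share was 68.2% or 67.4%, and the median log2 change -0.0076 or -0.0077. Without its replicate 1 these were 55.6% and -0.04, against 53.6% and -0.04 with all samples. The fit of only the compared genotypes had a median of -0.0078. What moved the share was not tested. The share of higher calls was 63.2% with the offsets, 59.2% with RLE scaling, 47.5% with the block, 51.8% with the block in the fit of only these genotypes and 56% with the block and the offsets.

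With the replicate number as a block the counts were 3033, 6902 and 4348 for the 3 comparisons, and 1941 genes were shared in the same direction. The check of pairing gave a mean correlation between same-numbered samples of 0.329 for 35S:CO and Col-0, 0.0363 for SUC2:CO and Col-0, and -0.0369 between the lines. The block in a fit of only the compared genotypes gave 3309, 5964 and 3563, and the block with the offsets gave 2953, 7052 and 4386. These settings, the offsets alone and the variance per genotype were chosen after seeing the data.

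A log2 fold change of at least 1 left 857 genes for 35S:CO against Col-0, 1784 for SUC2:CO against Col-0 and 1193 between the lines. It left 10, 7 and 5 clock genes in these comparisons and 290 genes shared in the same direction. An adjusted p under 0.01 left 925, 3012 and 1413 genes, 361 shared genes, and between the lines 8 clock and 6 flowering genes. Both are stricter thresholds, so fewer calls follow from the choice itself.

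Across the 9 fits that each left out a sample, changed genes ran from 1159 to 2167 for 35S:CO against Col-0, from 3572 to 6615 for SUC2:CO against Col-0 and from 1584 to 4110 between the lines. Clock genes ran from 13 to 17, from 14 to 19 and from 8 to 15 in these comparisons, shared genes from 571 to 1266 and the correlation from 0.372 to 0.509. The cause was not tested. Splitting the Col-0 replicates between the lines lowered the shared genes to 603 and the correlation to 0.208; the splits remove the shared control and also leave fewer Col-0 samples per comparison, and these causes were not separated.

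CO kept its direction and its adjusted p under 0.05 in each setting. The depth limits results for genes near 3 counts per library, such as PRR9 in Col-0, whose fold is a lower bound.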

Other observations

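The tests of placement along the chromosomes for 35S:CO and of a linked variant were chosen only after the result was seen, as were the difference of genotype means and the fits with the block for the anthocyanin genes; the other tests here were written before.

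Genes that changed by at least 2 log2 units with an adjusted p under 0.05 were placed along the chromosomes in the order of the reference annotation. For 35S:CO against Col-0, the densest run of 50 neighbouring tested genes, from AT5G03140 to AT5G03640 on chromosome 5, held 8 of the 323 strongly changed genes, where 0.85 were expected. Random placement gave as dense a run with a one-sided permutation p of 0.0041 over 10000 draws, and an adjusted p of 0.0041 over the 3 comparisons. Tandem copies of a gene family do not account for it, since 0 of the 8 share an annotated product with another. The genes were LUL1 (log2 change -3.72), DIP2 (4.19), AT5G03285 (-6.32), AT5G03355 (-2.35), AT5G03495 (-8.65), AT5G03620 (7.29), ATMDAR2 (-5.02) and AT5G03640 (5.89). In Col-0 or 35S:CO some had 3 counts or fewer per library: DIP2 was at least 8.90-fold higher, AT5G03620 at least 6.57-fold higher, AT5G03640 at least 22.4-fold higher and AT5G03495 at least 16.7-fold lower.

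A candidate explanation is a strain variant or rearrangement linked to the 35S:CO transgene, which would change neighbouring genes both ways without regard to CO. Of the 8 genes, 0 changed in SUC2:CO in the same direction, also at an unadjusted p under 0.05, and 2 changed in the opposite direction. Among the 315 other strongly changed genes, 162 (51.4%) changed in the same direction. Fisher's exact test gave a two-sided p of 0.0035. It counted the 8 neighbouring genes as independent, which they would not be if a single linked event changed them. The p-value therefore overstates the evidence for such an event. The test cannot tell a variant from a rearrangement or a local effect of the insertion, and reads were not analysed here. This is a hypothesis found and tested on the same data.

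For SUC2:CO against Col-0, the densest run, from AT4G22290 to AT4G22880 on chromosome 4, held 9 of 362 strongly changed genes, with a one-sided permutation p of 0.0017 and an adjusted p of 0.0025. Here 4 of the 9 share an annotated product, that of lipid-transfer proteins. ACR7 (2.26) and the anthocyanin gene LDOX (-4.57) have other products, and the rest are annotated as other RNA or a microRNA precursor. Tandem copies that change together, or share reads, may therefore account for part of the run, and this cannot be told apart from another cause. Between the lines the densest run was the same and had a permutation p of 3e-04, with an adjusted p of 9e-04.

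Anthocyanin genes were lower in SUC2:CO. DFR, LDOX and TT8 drew attention, with log2 changes of -4.90, -4.57 and -4.57 against Col-0, so the pattern was tested on 10 other genes of the pathway. Of these, 9 were lower with an edgeR adjusted p under 0.05, and log2 changes of the 10 ran from -4.14 to -1.19. With offsets for GC content and transcript length, 9 were lower, with the replicate block 9 of 10, and with the block in a fit of only these genotypes 9 of the 9 that were tested there. In 35S:CO, 9 were higher than in SUC2:CO. The mean log2 CPM of the 10 genes was 1.66, 2.30 and 1.04 in SUC2:CO replicates 1, 2 and 3, 5.27, 3.12 and 4.20 in those of Col-0 and 5.38, 4.23 and 5.02 in those of 35S:CO, so the 6 samples of the other genotypes lay above the 3 of SUC2:CO. The means of Col-0 and SUC2:CO differed by 2.53. The range within Col-0 of 2.15 was 2.64 times the distance of 0.82 between the nearest samples of these genotypes, but less than the difference of their means. From the distance of the nearest samples alone, the lower level cannot be told apart from variation between replicates. The edgeR tests include the spread between replicates, and the 9 genes passed them with adjusted p from 0.0017 to 0.029. The lower level in SUC2:CO may be a property of the line or its background, or of a growth or harvest batch, which the labels do not give.

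Between 35S:CO and Col-0, whose same-numbered samples correlated at 0.329, the anthocyanin result differed between fits. Without the block 0 of the 10 genes changed, where their edgeR adjusted p ran from 0.21 to 0.90 and 0 had an unadjusted p under 0.05. With the block in the fit of all samples 0 changed, the edgeR adjusted p ran from 0.06 to 0.81 and 4 had an unadjusted p under 0.05. With the block in a fit of only these genotypes, which was chosen after seeing the data, 6 were higher in 35S:CO and 0 lower, 6 had an unadjusted p under 0.05, the edgeR adjusted p ran from 0.0015 to 0.63, and DFR, LDOX and TT8 were higher by 1.67, 1.51 and 0.72. The mean log2 CPM was higher in 35S:CO than in Col-0 in 3 of 3 same-numbered pairs.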
